A study of Homo sapiens with 4 samples.

How the data were processed

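Gene expression was measured by 3′-Tag RNA-seq (TagSeq), which sequences a fragment near the 3′ end of each polyadenylated transcript, so that a transcript gives about 1 read whatever its length. The samples were 2 human breast cancer cell lines, MDA-MB-231 and MDA-MB-436, each separated by fluorescence-activated cell sorting into a population high and a population low for a surface protein. Per the labels' protocols, cells were lysed in the plate 48 hours after plating and 13 days after the sort, at 60 to 70% confluence. RNA was then purified on columns and passed to a sequencing facility for library preparation.

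The deposited tables hold raw read counts per gene symbol, as whole numbers with a different total in each column. Neither the labels nor the tables state the aligner, the counting program, the genome build, the gene annotation, the use of strand or any removal of PCR duplicates. Each table has 29744 genes, and 0 entries name no gene. The table of each sorted population has 3 columns, read here as 3 libraries of that population. The labels register each population once and do not say whether its libraries come from separate wells, separate RNA preparations or separate library preparations from one RNA. Every test below therefore compares the libraries of a population with those of another, and n is the number of libraries. The letter that opens the column names is the same for all libraries of a population, and the labels name no batch. The column names of the MDA-MB-436 tables write another line, MDA-MB-435. The line was taken from the labels. All 12 columns of counts were used.

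Within each population, each pair of libraries was compared by a chi-square test over genes with at least 20 counts. The chi-square statistic per degree of freedom lay between 1.26 and 1.80, above the value of 1 that counting noise alone gives, and the libraries were kept as separate libraries. Such an excess cannot tell separate RNA preparations from separate library preparations of one RNA. Library totals ran from 2542100 to 3959878 counts. Without molecular identifiers, intervals and floors cover counting error only.

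Each line was fitted by itself with edgeR 4.0.16 in R 4.3.3, using trimmed mean of M-values (TMM) scaling, the filterByExpr filter with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood F test of the high against the low population with no covariate. Fold changes are on the log2 scale and are positive when the high population had more. Standard errors (SE) were obtained as the size of the log2 fold change divided by the square root of F. Benjamini-Hochberg adjustment ran over all genes tested in a line, and a gene was called at an adjusted p-value under 0.05. An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1, so single genes were tested through the model only. CPM values are counts scaled to a common library total. Where a population had 0 counts of a gene, the fold is a lower bound taken against a floor of 3 counts. Where it had 1 to 3 counts, the ratio of CPM has a 95% interval from the exact binomial (Clopper-Pearson) interval of the counts.

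The choices of test, filter, alternatives, gene lists and naming rule were made before the data were examined. By that rule the text names the sort markers, then the genes of each comparison with the 5 largest changes in each direction among called genes. These genes had at least 10 CPM in the higher population and every library of a population above every library of the other. The rule also allows the 3 members of a called gene list with the smallest p-values and the 5 genes with the largest smaller change among genes called in both lines. There were 11 gene lists written by hand: interferon response, MHC class I presentation, S phase, G2/M phase, mesenchymal, epithelial, hypoxia and glycolysis, NF-kB and inflammatory cytokines, cholesterol synthesis, amino acid and ER stress, and TGF-beta and YAP targets. They hold neither sort marker. The value of 1 list member is not reported here. They were tested with camera of limma 3.58.1, with the inter-gene correlation preset at 0.01 and a prior count of 2. Benjamini-Hochberg adjustment ran over the 22 tests of both lines.

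The alternatives were DESeq2 size factors, library totals, the Wald test of DESeq2 1.42.0, limma-voom, other filters and thresholds, a single fit of all libraries, a block for library numbers, and leaving out each library. For the lists, camera with an estimated correlation and fry were run. Alternatives chosen after the data had been examined were random thinning of all libraries of a line to the smallest total, a GC trend per library as an offset, leaving out list members that lie in shifted regions, and, for the genes called in both lines, the DESeq2 Wald test, limma-voom and a 2-fold minimum.

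The tests were run on simulated data, with counts drawn for the tested genes from the observed means and library sizes. In the MDA-MB-231 simulation of 10910 genes, 200 of them changed, the quasi-likelihood test recovered 89% of 2-fold changes and 62% of changes of 0.5 on the log2 scale. Of its 165 calls, 8.48% were false. In the MDA-MB-436 simulation of 11308 genes, 199 of them changed, it recovered 88% and 47.5%, and 7.53% of its 146 calls were false. The DESeq2 Wald test recovered 83% and 42% in the first simulation, with 0% of 125 calls false, and 76% and 41.4% in the second, with 0.847% of 118 calls false.

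Gene order was taken from GENCODE release 29. The build used by the authors is not stated, so the annotation served for the chromosome, strand, overlap and neighbours of genes, and no coordinates are given. Transcripts of the same release also gave the GC content, taken over the last 500 nucleotides of each gene's longest transcript. Of the tested genes, 93.4% in MDA-MB-231 and 93.6% in MDA-MB-436 had a position. Windows of 31 neighbouring genes with a mean of at least 20 counts were scanned. Both settings were chosen after the data had been examined, because windows of 15 genes over all tested genes had missed most of a simulated block in MDA-MB-231. A window counted as shifted when its median log2 fold change lay further from 0 than the largest window median found in 95% of 1000 shuffled gene orders. The limits were 0.32 in MDA-MB-231 and 0.20 in MDA-MB-436. Window centres shifted in the same direction and at most 31 genes apart were joined into a region, which runs from its first to its last shifted centre. On a simulated block of 40 genes shifted by 0.5, the scan found 95% of the block genes in MDA-MB-231 and 97.5% in MDA-MB-436, with 0 shifted centres away from the block and its margins. Most regions found in the data had smaller medians in size, such as 0.30 on chromosome 2 of MDA-MB-436. Recovery at such smaller shifts was not simulated.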

Results

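Transcriptomes were profiled by 3′-Tag RNA-seq in sorted populations of 2 established breast cancer cell lines, MDA-MB-231 and MDA-MB-436, both of which lack the oestrogen receptor. The study chose surface markers by computation, with the aim of separating distinct subpopulations out of a mixed cancer line. MDA-MB-231 was sorted on ESAM, an endothelial cell adhesion molecule of the immunoglobulin family. MDA-MB-436 was sorted on BST2, also called tetherin, an interferon-inducible membrane protein. Each line gave a high and a low population, and RNA was taken 13 days after the sort.

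Each population was represented by 3 libraries. Total counts per library were 2542100, 2614345 and 3046115 in ESAM-low and 2741897, 2839855 and 3202872 in ESAM-high cells. They were 2704262, 2771125 and 2791161 in BST2-low and 3372352, 3400597 and 3959878 in BST2-high cells, so that every BST2-high library was deeper than every BST2-low library. Across genes with at least 50 summed counts, the median Spearman correlation of log CPM was 0.990 between ESAM libraries of the same population and 0.966 between high and low libraries. In MDA-MB-436 the corresponding medians were 0.988 and 0.982. Between the lines the median was 0.815. These correlations are across genes, which are not independent replicates.

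The sort markers were examined first, to check the population labels at the transcript level. In MDA-MB-231, ESAM averaged 6.12 ± 1.26 CPM in ESAM-low and 104.8 ± 10 CPM in ESAM-high libraries (SD, n = 3 libraries each), from 50 and 917 counts. The log2 fold change was 4.08 (SE 0.14), with an adjusted p-value of 1.15e-20 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest ESAM-high library had 281 counts and the highest ESAM-low library had 19. Across the 17 alternative fits, the log2 fold change of ESAM lay between 3.96 and 4.23, the lowest value coming from a fit without an ESAM-low library. In MDA-MB-436, ESAM was near the detection limit, with 16 counts in the BST2-low and 9 counts in the BST2-high libraries, and was not tested.

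In MDA-MB-436, BST2 averaged 71.7 ± 6.50 CPM in BST2-low and 383.2 ± 4.72 CPM in BST2-high libraries (SD, n = 3 libraries each), from 593 and 4110 counts. The log2 fold change of BST2 was 2.41 (SE 0.06), with an adjusted p-value of 1.48e-17 in the same edgeR test. BST2 lay in a stretch of chromosome 19 in which 23 of 29 genes were lower in BST2-high cells. In MDA-MB-231, BST2 averaged 117.8 ± 5.48 CPM in ESAM-low and 136.1 ± 8.79 CPM in ESAM-high libraries. That difference, a log2 fold change of 0.20, had an adjusted p-value of 0.018 in edgeR.

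**Figure D1:**
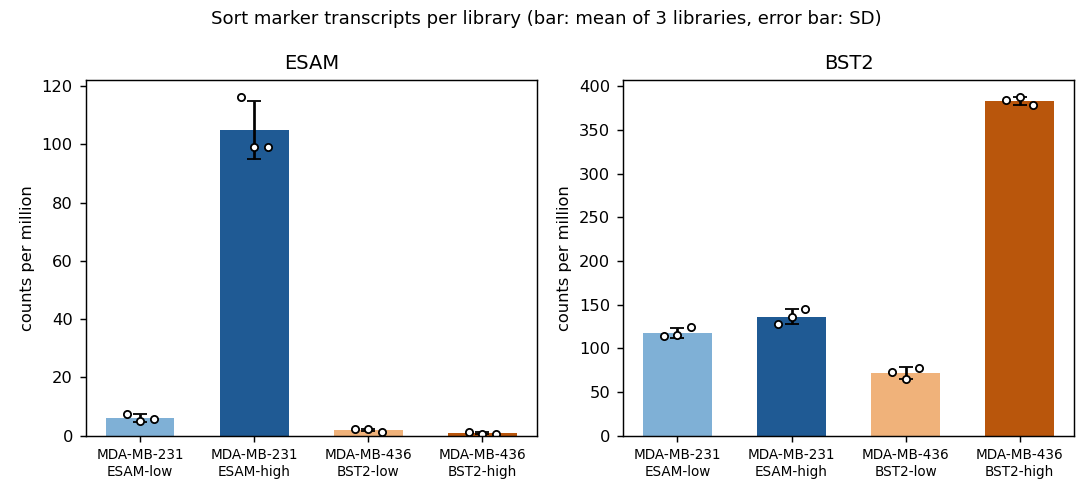
CPM of ESAM (left) and BST2 (right) in the 4 sorted populations, on linear axes from 0; bars are means of 3 libraries, error bars are SD and circles are single libraries. ESAM rose from 6.12 to 104.8 CPM between the MDA-MB-231 populations, and BST2 from 71.7 to 383.2 CPM between the MDA-MB-436 populations.

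The comparison of ESAM-high with ESAM-low MDA-MB-231 cells asked how far the transcriptomes of the sorted populations differed beyond the marker. Of 10934 genes tested, 3898 (35.7%) were called, 1962 higher and 1936 lower in ESAM-high cells. Of these, 610 differed at least 2-fold, 422 higher and 188 lower. All 3 libraries of a population lay above all 3 of the other for 4905 genes (44.9%), where chance gives 10%. The alternative that moved the number of called genes most without changing the threshold was the DESeq2 Wald test, which called 2257 of 17333 genes.

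Differences at the upper end reached the detection limit of the low population. ATP10A, a phospholipid-transporting ATPase on chromosome 15, had 0 counts in the ESAM-low libraries and 216 in the ESAM-high libraries, which was at least 67.2-fold higher (edgeR adjusted p-value 1.7e-14). The transcription factor SOX4 had 2 counts against 716, a ratio of 334 with a 95% counting interval from 92.2 to 2770 (edgeR adjusted p-value 1.79e-21). The secreted protein AGR2 had 3 counts against 877, a ratio of 273 (interval 93.1 to 1330). FSIP2 had 0 counts against 89 and was at least 27.7-fold higher, although an annotated gene overlaps it on the opposite strand. PRSS2 had 2 counts against 379, a ratio of 177 (interval 48.6 to 1470). It lay in a stretch of chromosome 7 in which 27 of 30 genes were lower, and so moved against its region. PRSS2 is a trypsinogen with close paralogs, so its own share of these reads is uncertain. Its paralog PRSS3 moved the same way, from 29 to 266 counts, and both together went from 3.78 to 73.4 CPM. In all, 40 genes had at least 50 counts in ESAM-high cells and at most 3 in ESAM-low cells, and 38 of them had counts in every ESAM-high library. The converse held for 2 genes, of which only C8orf44-SGK3 had counts in every ESAM-low library.

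Among genes lower in ESAM-high cells, C8orf44-SGK3 had 82 counts in ESAM-low libraries and 0 in ESAM-high libraries, at least 29.3-fold lower. This symbol stands for a read-through transcript that shares sequence with SGK3, and its counts in single ESAM-low libraries ranged from 17 to 46. Summed with SGK3 and C8orf44, the level was 19.7 CPM in ESAM-low and 14.6 CPM in ESAM-high cells, so the change of C8orf44-SGK3 alone is uncertain. The interleukin-1 receptor antagonist IL1RN fell from 16.4 ± 0.881 to 1.18 ± 0.764 CPM, a log2 fold change of −3.81 (SE 0.33) with an edgeR adjusted p-value of 5.16e-11. IL1RN lay in a stretch of chromosome 2 in which 107 of 116 genes were lower. The chemokine CX3CL1 fell from 14.6 ± 0.132 to 1.46 ± 0.408 CPM, a log2 fold change of −3.28 (SE 0.30) with an edgeR adjusted p-value of 2.3e-10. TP53I11 had a log2 fold change of −2.83 (SE 0.16) and the non-coding RNA SNHG18 of −2.78 (SE 0.34). TP53I11 overlaps TSPAN18 on the opposite strand and SNHG18 hosts a small nucleolar RNA, so reads of these neighbours could not be excluded.

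The comparison of BST2-high with BST2-low MDA-MB-436 cells asked the same question for the other marker. Of 11321 genes tested, 1232 (10.9%) were called, 544 higher and 688 lower in BST2-high cells. At least 2-fold differences were found for 153 of them, 33 higher and 120 lower. Complete separation of the libraries was seen for 3192 genes (28.2%), against 10% by chance. The DESeq2 Wald test called 473 of 18429 genes. Whether the 2 lines differed in the extent of the change was not tested.

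Of the genes higher in BST2-high cells, CBWD3 had the largest fold change by the naming rule, with 17 and 139 counts and a log2 fold change of 2.61 (SE 0.41, edgeR adjusted p-value 9.66e-05). CBWD3 belongs to a family of near-identical copies. Summed over CBWD1, CBWD2, CBWD3, CBWD5 and CBWD6, the level was 321 CPM in BST2-low and 322 CPM in BST2-high cells, and under DESeq2 the adjusted p-value of CBWD3 was 0.116, so its change is uncertain. Its adjusted p-value over 16 alternatives ranged from 2.92e-16 to 0.116. The next largest changes after BST2 were in interferon-inducible genes. IFI44L rose from 13.0 ± 2.02 to 54.4 ± 3.45 CPM, a log2 fold change of 2.05 (SE 0.14) with an edgeR adjusted p-value of 3.81e-10. XAF1 had a log2 fold change of 1.98 (SE 0.23) and IFI27 of 1.94 (SE 0.25).

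Of the genes lower in BST2-high cells, MAGEC2, a cancer/testis antigen gene on the X chromosome, had 149 counts in BST2-low and 0 in BST2-high libraries, at least 64.5-fold lower (edgeR adjusted p-value 3.34e-10). HMMR fell from 39.5 ± 3.05 to 0.942 ± 0.220 CPM, a log2 fold change of −5.36 (SE 0.23) with an edgeR adjusted p-value of 1.67e-13. MAT2B had a log2 fold change of −4.73 (SE 0.36) and CCNG1 of −4.13 (SE 0.32). HMMR, MAT2B and CCNG1 are neighbours on chromosome 5. IGFBP3, on chromosome 7, fell from 41.0 ± 1.39 to 2.25 ± 0.198 CPM (edgeR adjusted p-value 2.84e-13), and lay in a stretch in which 57 of 60 genes were lower. With at least 50 counts in BST2-low and at most 3 in BST2-high cells there were 7 genes, 6 of them with counts in every BST2-low library. The converse held for 2 genes, ATP5J2-PTCD1 and MAGED4, named after their values were seen, and 0 of them had counts in every BST2-high library.

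**Figure D2:**
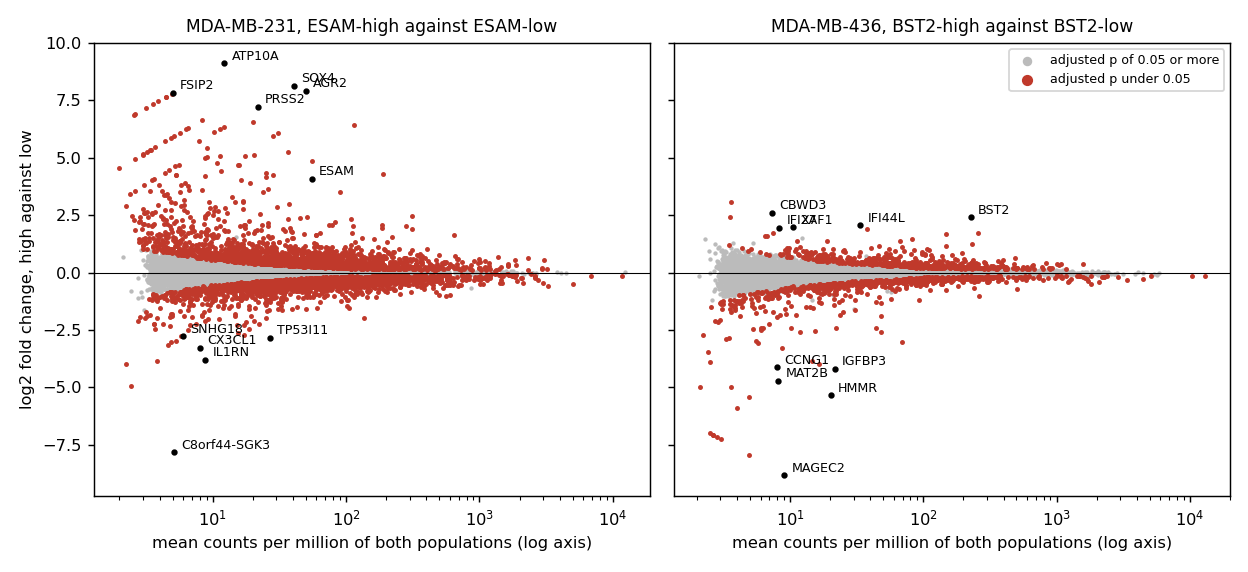
Log2 fold change of the high against the low population (vertical axis) against mean CPM (horizontal log axis) for each tested gene in MDA-MB-231 (left) and MDA-MB-436 (right); red points have an adjusted p-value under 0.05 and black points are the named genes. In MDA-MB-231 3898 genes were called and in MDA-MB-436 1232; fitted values of genes with 0 to 3 counts in a population are not bounds.

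Of the 11 gene lists, 2 were called in MDA-MB-231 and 3 in MDA-MB-436, all with higher levels in the high population. The interferon response list was called in both lines. In MDA-MB-231 its median log2 fold change was 0.44, 31 of 36 tested members were higher, and the camera adjusted p-value was 1.86e-07. Single-gene tests called 27 of these members, 25 of them higher, and 28 when adjusted over the list alone. The members with the smallest p-values were IFI44, IFIT2 and IFIT3, with log2 fold changes of 1.29, 1.11 and 0.67. MX1, a member called lower with a log2 fold change of −1.09, was picked out after its value was seen. In MDA-MB-436 the median of the interferon list was 0.86, 33 of 35 members were higher, and the camera adjusted p-value was 6.66e-26. There 28 members were called, 28 of them higher, and 32 when adjusted over the list alone. IFIT3, RSAD2 and IFI6 had the smallest p-values, with log2 fold changes of 1.23, 1.47 and 1.17.

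The hypoxia and glycolysis list was called in MDA-MB-231, with a median of 0.29, 25 of 30 members higher and a camera adjusted p-value of 0.000112. Of its members 17 were called, 16 of them higher, and 18 when adjusted over the list alone. VEGFA, GAPDH and TPI1 led the list, with log2 fold changes of 1.45, 0.55 and 0.61. GAPDH and TPI1 lie on chromosome 12 within a higher region, NDUFA9 to PHLDA1, whose median was 0.52. The rise of these 2 genes cannot be told apart from that regional shift. These and other members lay in the shifted chromosome regions described below, where a regional shift may add to their change. Without them, 23 of the 30 members remained, with a median of 0.295. In MDA-MB-436 this list had a median of 0.08 and a camera adjusted p-value of 0.752. There 6 members were called, 2 of them higher, and 11 when adjusted over the list alone. MHC class I presentation was called in MDA-MB-436, with a median of 0.31, 16 of 17 members higher and a camera adjusted p-value of 9.87e-07. It had 9 called members, 12 when adjusted over the list alone, led by HLA-B, B2M and PSME1. HLA-B has close paralogs, so its own share of the reads is uncertain. In MDA-MB-231 the MHC class I list had a median of 0.05 and a camera adjusted p-value of 0.892. Its called members there were 8, of which 5 were higher, and 8 when adjusted over the list alone. The NF-kB and inflammatory cytokine list was called in MDA-MB-436, with a median of 0.24, 19 of 24 members higher and a camera adjusted p-value of 7.85e-06. It had 12 called members, 11 of them higher, and 14 when adjusted over the list alone. CCL5, CSF3 and SOD2 led it, with log2 fold changes of 1.68, 1.38 and 0.40. In MDA-MB-231 the NF-kB list had a median of −0.04 and a camera adjusted p-value of 0.993. It had 7 called members there, 3 of them higher, and 7 when adjusted over the list alone. Differences between the lines in these lists were not tested.

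The other lists were not called by camera in either line. In MDA-MB-231 their medians were 0.04 for S phase, 0.00 for G2/M phase, 0.17 for mesenchymal, 0.23 for epithelial, 0.02 for cholesterol synthesis, 0.12 for amino acid and ER stress and −0.09 for TGF-beta and YAP targets. Members called, and called when adjusted over the list alone, were 15 and 15, 18 and 18, 12 and 13, 12 and 12, 8 and 7, 19 and 19, and 16 and 16 in that order. In MDA-MB-436 the medians were −0.01, 0.02, −0.19, 0.26, 0.09, −0.03 and 0.05 in the same order. The called members there were 0 and 0, 8 and 8, 9 and 11, 2 and 5, 1 and 1, 5 and 5, and 4 and 4, and 9 of the 40 S phase members had an unadjusted p-value under 0.05. All 5 calls made by camera held under fry. With an estimated correlation between genes, only the interferon list of MDA-MB-436 stayed under the threshold, at 0.00511, while its adjusted p-value over all alternatives ranged from 2.28e-27 to 0.00511.

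**Figure D3:**
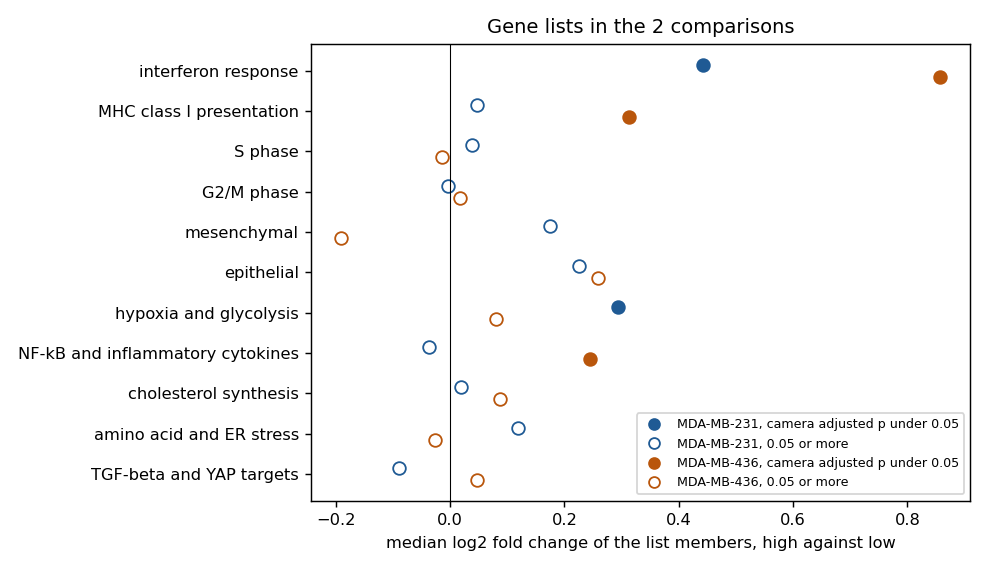
Median log2 fold change of the tested members of each of the 11 gene lists (horizontal axis) in MDA-MB-231 (blue) and MDA-MB-436 (orange); filled symbols have a camera adjusted p-value under 0.05. The interferon response list had the highest median in both lines, 0.44 and 0.86.

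The 2 comparisons share no libraries, so their overlap is not raised by common controls. Of 10118 genes tested in both lines, 3539 were called in MDA-MB-231 and 1086 in MDA-MB-436. The 564 genes called in both exceeded the 379.9 that independent calls would give (odds ratio 2.20, 95% interval 1.93 to 2.5, two-sided Fisher's exact test p 9.33e-34). Well-expressed genes are easier to call in either line, and the test does not remove this. Of the 564 genes, 247 (43.8%) moved in the same direction and 317 in opposite directions. Across all genes tested in both, the log2 fold changes had a Spearman correlation of −0.0318 and a Pearson correlation of −0.0564, across genes that are not independent replicates. A 2-fold difference in both lines, the alternative that moved the count most, left 23 genes, 43.5% of them in the same direction. The DESeq2 Wald test called 191 genes in both, 41.9% of them in the same direction.

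Of the 5 genes with the largest changes called in both lines, 3 moved in opposite directions. ATP10A, absent from ESAM-low and present in ESAM-high cells, had 79 counts in BST2-low and 2 in BST2-high cells, a ratio of 51.3 (interval 13.7 to 431). KYNU had 1 count in ESAM-low and 56 in ESAM-high cells, a ratio of 52.3 (interval 9.01 to 2100), and a log2 fold change of −2.91 (SE 0.43) in MDA-MB-436. TMEM156 had log2 fold changes of 4.69 (SE 0.28) and −2.53 (SE 0.33). AKR1C1 was lower in the high population of both lines, at −2.10 (SE 0.23) and −2.57 (SE 0.20). AKR1C2 was lower in ESAM-high cells (−1.93, SE 0.38) and had 41 counts in BST2-low and 0 in BST2-high cells, at least 17.7-fold lower. AKR1C1 and AKR1C2 are near-identical, so the split of reads between them is uncertain, and AKR1C2 was not called in MDA-MB-231 by DESeq2 (adjusted p-value 0.244, range over 16 alternatives 1.17e-09 to 0.244).

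Fold changes were also followed along the chromosomes, a comparison added after the data had been examined. In MDA-MB-231, 15 regions of shifted windows held 1051 of 9052 scanned genes (11.6%) and 770 of 3388 called genes (22.7%). Within them 73.3% of genes were called, against 32.7% elsewhere, and 746 of the 770 called genes had the direction of their region. The regions were picked out by these same fold changes. The shares called and the shares with one direction inside regions, in both lines, are therefore raised by that choice and are descriptions only. On chromosome 12, 261 scanned genes from NDUFA9 to PHLDA1 had a median log2 fold change of 0.52, with 96.6% of them higher in ESAM-high cells. On the X chromosome, 113 genes from SH3BGRL to FAM50A had a median of 0.74, with 99.1% higher. On chromosome 21, 49 genes from SOD1 to RRP1 had a median of −0.53, with 95.9% lower. In MDA-MB-436, 17 regions held 668 of 9426 scanned genes (7.09%) and 259 of 1109 called genes (23.4%), with 38.8% called inside and 9.71% outside. On chromosome 2, 150 genes from HS6ST1 to INO80D had a median of 0.30. On chromosome 5, 76 genes from CYFIP2 to MAML1 had a median of −0.29, and on chromosome 16, 111 genes from TXNDC11 to BCKDK had a median of −0.25. The region around BST2 on chromosome 19, 29 genes from MRPL34 to CERS1, had a median of −0.23.

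**Figure D4:**
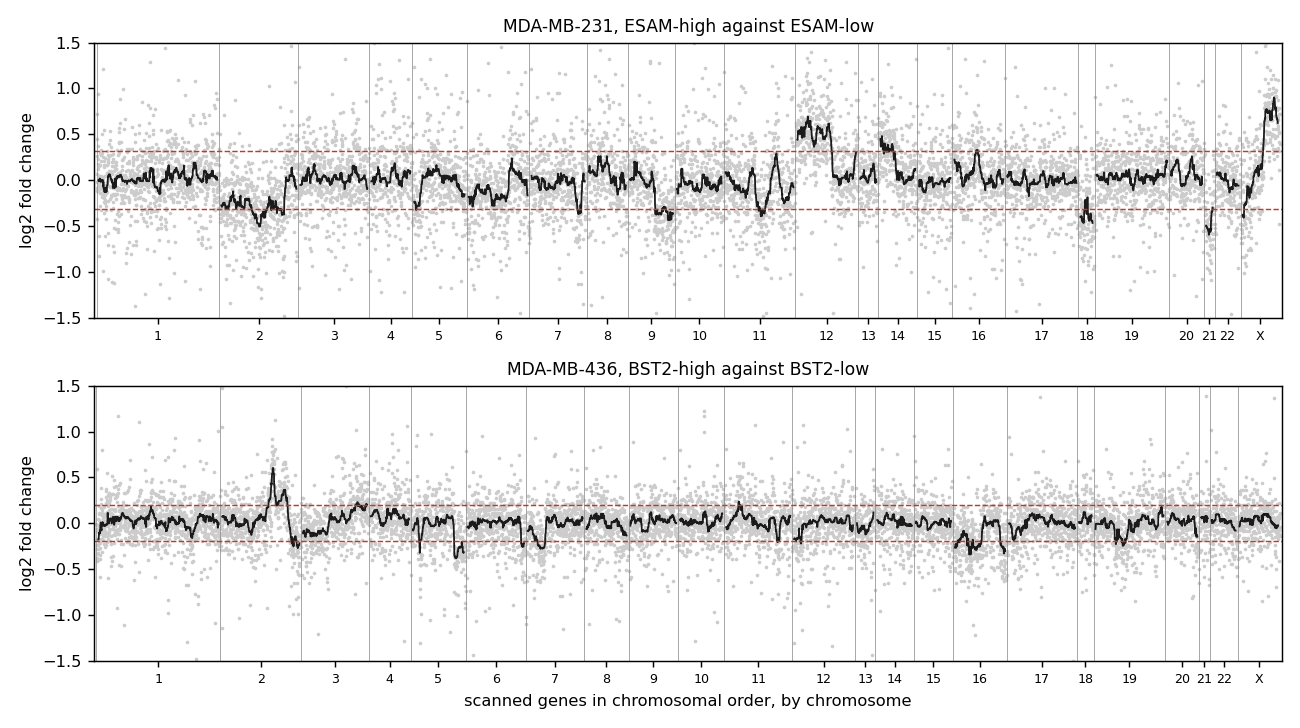
Log2 fold change of each scanned gene (grey points; values beyond 1.5 in size are not drawn) and the median over 31 neighbouring genes (black line), with genes in chromosomal order by chromosome, in MDA-MB-231 (top) and MDA-MB-436 (bottom). Red dashed lines mark the limits from shuffled gene orders, 0.32 and 0.20 on the log2 scale; long stretches of chromosome 12 and the X chromosome lie above the limit in MDA-MB-231, and a stretch of chromosome 2 does in MDA-MB-436.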

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

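Thinning, the GC offset, the omission of list members in shifted regions, and the DESeq2, limma-voom and 2-fold settings for genes called in both lines were chosen after the results were seen. The other alternatives were planned. The log2 fold changes of the sort markers kept their direction and their side of the threshold under all 17 alternatives, from 3.96 to 4.23 for ESAM and from 2.34 to 2.47 for BST2.

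The number of genes called depended on the test, the genes tested and the threshold. In MDA-MB-231, 3898 genes were called by edgeR, 2257 by the DESeq2 Wald test and 610 when a 2-fold difference was also required. In MDA-MB-436 the numbers were 1232, 473 and 153, and 628 at an adjusted p-value under 0.01. DESeq2 kept 54.9% of the edgeR calls in MDA-MB-231 and 37.2% in MDA-MB-436, with 0 opposite signs among shared calls. The DESeq2 test ran on 17333 and 18429 genes, against 10934 and 11321 for edgeR, so the tested genes differed as well as the test. EdgeR without the filter on low counts tested as many genes as DESeq2 and called 4204 and 1502. In the simulations, where both tests ran on the same number of genes, DESeq2 found fewer true changes and made fewer false calls than edgeR. Why the gap was wider in the real data was not tested. Limma-voom called 3861 and 1199 genes. The fits that each left out one library called from 3429 to 3613 genes in MDA-MB-231 and from 825 to 1037 in MDA-MB-436. The share of called genes that were higher moved by less than 10 percentage points under the other scalings.

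Columns of both populations carry the numbers 1 to 3. A fit with the library number as a replicate block called 4068 genes in MDA-MB-231 and 1266 in MDA-MB-436, and it changed no call of a named gene or list. Deviations of same-numbered libraries correlated at 0.167, −0.0526 and −0.167 in MDA-MB-231 and at −0.191, 0.109 and −0.361 in MDA-MB-436, so the numbers do not pair the libraries. The highest correlations came from differently numbered libraries. They were 0.265 for ESAM-low 2 with ESAM-high 3 and 0.36 for BST2-low 1 with BST2-high 3. A pairing in another order is therefore not excluded, and no block for it was fitted.

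Of 28 named gene results, 26 kept their direction and their side of the threshold in all alternatives computed. The exceptions, AKR1C2 in MDA-MB-231 and CBWD3 in MDA-MB-436, lost significance under DESeq2, and the cause was not tested.

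For the gene lists, the choice of set test moved the calls most. With an estimated correlation, camera called 0 lists in MDA-MB-231, where 2 lists had an unadjusted p-value under 0.05, and 1 list in MDA-MB-436. The interferon and the hypoxia lists of MDA-MB-231 then had adjusted p-values of 0.143 and 0.0642, and the MHC class I and NF-kB lists of MDA-MB-436 had 0.0871 and 0.0642. These were the highest values over 14 alternatives, the lowest being 4.51e-09, 9.53e-05, 1.62e-07 and 2e-06. Correlations estimated from 6 libraries are imprecise. Fry, which asks whether members shift together in one direction and not whether they differ more than other genes, called 7 and 6 lists. Without the filter on low counts, 5 lists were called in MDA-MB-436, with mesenchymal and epithelial added. Without BST2-low library 3, the mesenchymal list of MDA-MB-436 was called too (median −0.23, adjusted p-value 0.042, range over its alternatives 0.00272 to 0.37). Of all list results, 4 became weaker and 11 stronger across alternatives, and 293 kept their side.

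The number of genes called in both lines was 274 at an adjusted p-value under 0.01, 191 under the DESeq2 Wald test, 556 under limma-voom, 23 with a 2-fold difference in both and from 386 to 533 across the fits that each left out one library, against 564. Depth limits genes with few counts: where a population had 0 counts, only a lower bound of the fold could be given.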

Other observations

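The tests on shuffled gene orders, on the X chromosome, on counting error in the chromosome 5 run, on carry-over of cells and on the name of the cell line were chosen only after the results were seen, as were thinning and the GC offset as settings. For the G2/M list and the genes around the markers, medians were computed first, and the extreme members that now carry the tests were chosen after both were seen. The comparisons of single genes below were also picked after their values were seen.

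With 3 libraries against 3, 1 of the 10 splits of the 6 libraries gave as many called genes in MDA-MB-231, and this was the real split. In MDA-MB-436 the count was also 1 of 10. The other 9 splits called at most 1 gene in MDA-MB-231 and at most 3 in MDA-MB-436, and at most 214 and 426 genes had an unadjusted p-value under 0.05. The real splits gave 4698 and 2638. A share of 1 in 10 splits is the smallest this design allows, so the splits alone decide nothing. Other values argue against a coincidental grouping of the libraries. They cannot tell the sort from a difference between single wells or RNA preparations, as the libraries of a population may share the same RNA. Spearman correlations were from 0.989 to 0.990 within populations and from 0.965 to 0.966 between them in MDA-MB-231, and from 0.986 to 0.990 and from 0.981 to 0.983 in MDA-MB-436, without overlap.

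The deeper BST2-high libraries do not account for the MDA-MB-436 calls as a whole, since 83.0% of them stayed called with all libraries thinned to the smallest total. A GC trend does not either. With such a trend removed per library, 94.7% of the calls with a GC value remained in MDA-MB-231 and 92.5% in MDA-MB-436. The difference between the sorted populations stays open as the explanation, as does a difference between single wells or RNA preparations.

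The regional shifts were examined further, as they took in 22.7% of the scanned called genes in MDA-MB-231 and 23.4% in MDA-MB-436. There were 964 shifted window centres in MDA-MB-231 and 593 in MDA-MB-436. The most extreme of 1000 shuffled gene orders gave 16 and 17, which argues against a chance order of genes. A positional bias present in any pair of libraries was checked with log ratios of libraries of the same population, where the most shifted centres in any pair were 7 and 14. With the GC trend removed, 95.7% and 83.5% of the centres stayed shifted. The rank correlation between fold changes of adjacent genes was 0.289 and 0.195 between populations and at most 0.0109 and 0.0206 between libraries of a population. Windows of 15 genes gave 327 and 169 shifted centres, and windows of 61 genes gave 1409 and 894. A candidate explanation is that the sorted populations differ in the copy number of chromosome segments, as subclones of an unstable line would. Another is a change of chromatin over large domains. No DNA data were analysed here, so these hypotheses were not tested against each other. If segments differ in copy number, part of the expression difference between the populations may follow gene dosage and not a reversible state.

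On the X chromosome of MDA-MB-231, the rise could also come from activation of a silenced copy. That would be predicted to raise genes along the whole chromosome. The 172 scanned X genes before the higher region had a median log2 fold change of −0.04, with 93 of them lower, whereas the 128 genes from its start onward had a median of 0.70, with 2 lower. XIST had 1 count in the 6 libraries. The data argue against activation of a whole silenced X, and activation limited to a segment stays open.

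In BST2-high MDA-MB-436 cells, the neighbouring tested genes CCNG1, NUDCD2, HMMR and MAT2B on chromosome 5 were nearly absent together. Their counts in BST2-low and BST2-high libraries were 126 and 9 for CCNG1, 37 and 4 for NUDCD2, 326 and 10 for HMMR, and 130 and 6 for MAT2B. Pooled, the BST2-high level was 3.61% of the BST2-low level (95% counting interval 2.40 to 5.24%), which argues against chance at low counts. The 10 flanking genes, 5 tested genes on each side, together kept 76.3% (73.9 to 78.8%), with single genes from 17.7% to 94.1%. The lowest of them was TENM2, the next tested gene beyond MAT2B, at 17.7% (9.79 to 30.3%), followed by PANK3 at 59.0% (46.2 to 75.2%). HMMR is also a member of the G2/M list. Fewer cells in G2/M would lower the other 49 members too, but their median log2 fold change was 0.02, with 20 of them lower, and the lowest stood at −0.34. A candidate explanation is a loss of this segment on all copies in most BST2-high cells, with a residue of cells that keep it. A loss shared by all 4 genes predicts a common residual ratio, and the ratios differed by no more than counting error (Fisher's exact test with 1e+05 simulated tables, p 0.0878). With 29 counts left in total, that test has little power. Silencing of the segment would give the same counts and was not tested.

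List members inside shifted regions might have driven the called lists. Without them, the hypoxia list of MDA-MB-231 stayed called (camera adjusted p-value 0.000799), as did the interferon lists of MDA-MB-231 (4.51e-09) and MDA-MB-436 (1.66e-26). The p-value of the MDA-MB-231 interferon list became smaller. Of its members, MX1 on chromosome 21 (log2 fold change −1.09) was called lower against the direction of the list, and it lay in a region that was lower in ESAM-high cells. This is consistent with a regional effect that opposes the list at MX1, a hypothesis drawn from 1 gene.

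The sort markers themselves did not follow their surroundings. Of the 20 genes around ESAM the highest log2 fold change was 1.11 and the median was −0.01, against 4.08 for ESAM. Of the 20 genes around BST2 the highest was 0.34 and the median was −0.26, against 2.41 for BST2. A shift of the surrounding region is therefore argued against as the source of either marker difference.

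The low populations kept marker transcripts. In ESAM-low cells, ESAM stood at 5.84% of the ESAM-high level (95% counting interval 4.30 to 7.76%). Carry-over of ESAM-high cells would bring every transcript of those cells at that share or more. Yet 3 genes lay below it after adjusting the counting intervals for all genes tested, namely AGR2, SOX4 and SPANXB1. This argues against carry-over of average ESAM-high cells as the whole source. Some ESAM expression in the sorted low cells, or a return of expression in the 13 days of culture, may explain it, and neither was tested. In BST2-low cells, BST2 stood at 18.7% of the BST2-high level (17.2 to 20.4%). There 0 genes lay below that share, with adjusted or unadjusted intervals, so carry-over of BST2-high cells cannot be told apart from expression in BST2-low cells, as 0 genes with at least 50 counts in BST2-high and at most 3 in BST2-low cells were seen in every BST2-high library.

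The column names of the MDA-MB-436 tables write another line, MDA-MB-435, which is of melanoma origin and would be expected to express melanocyte genes. Of 7 melanocyte genes, 5 had 0 counts in the 6 libraries, and all of them together had 6 counts in 18999375. That is 0.316 CPM in sum, where the median tested gene had 29.7 CPM. Libraries of the melanoma-derived line MDA-MB-435 are thus argued against, and a slip in the column names is a candidate explanation.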
